A study of Rattus norvegicus with 4 samples.

How the data were processed

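Poly(A) RNA sequencing was analysed for glomeruli of 4 male Wistar rats that form a single group, injected intravenously with Adriamycin (ADR, doxorubicin), an anthracycline used to induce podocyte injury and nephrotic syndrome in rodents. Per the labels' protocols, glomeruli were isolated by sieving, libraries were stranded and polyadenylated RNA was sequenced as paired ends on an Illumina NovaSeq instrument, and total RNA had passed a minimum integrity number. Per the series' design text, the libraries ran over 2 lanes; the table has 1 column per sample, so lanes could not be compared. The labels name more than one harvest day without saying which applied to these animals. The aligner, the counting tool, the use of strand in counting, the genome build, the annotation release and the filter on low genes were not stated.

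The deposited file holds log2 values, 1 per gene and sample, for 13265 rat genes under Ensembl identifiers, with symbols and biotypes. No header or label records how the authors made the log2 values, so their form was read from the values. In each column, 2 raised to the deposited value was, for 100% of the 13261 genes used, a whole number of reads plus 0.5, multiplied by a constant of that sample. The deposited values are therefore log2 CPM (reads scaled to the same total per sample) with 0.5 reads added to each count, and the constants correspond to totals over the listed genes with no further scaling between samples. The largest deviation from a whole number was 0.00071 reads. A single read was worth 0.0737, 0.0617, 0.0651 and 0.0656 CPM in replicates 1 to 4. In 4 rows the biotype cell held a number and the values were displaced between columns; these rows were left out. The number of value columns that belonged to no sample was 0. A total of 116 rows share their symbol with another row and were not used under that symbol.

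Samples were matched to columns by title, and all 4 carry the treatment label ADR; replicate numbers follow accession order and serve as names. With a single group there is no contrast between conditions, and the results describe levels and the spread between animals. Values are given as log2 CPM or CPM with the SD over 4 animals. Gene lists for kidney cell types and pathways were written before the data were examined. List means of log2(CPM + 1), with a pseudocount of 1, are given for the 12 lists with at least 4 genes. Each list's median was placed among 10000 random lists of the same size drawn from detected genes (deposited value of at least 1 in each sample). Chosen after the data were seen, the median SD of each list was also placed among 10000 random lists whose members came from the 200 genes nearest in mean log2 value. Podocyte and tubular lists were compared within samples by a two-sided exact sign-flip permutation test, for which the smallest p-value with 4 samples is 2 of 16 sign assignments.

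To test the spread between animals, the recovered reads of each gene were set against Poisson sampling with a chi-square index of dispersion (3 degrees of freedom). Next, the residual variance of log2(CPM + 1) in an intercept-only limma fit was compared with limma's abundance trend by its F test; this is the main test of excess variance, and its result is the one the design called for. In addition, after limma had called 0 genes, a robust prior and another test were tried. In the latter, a Pearson statistic of the recovered reads was computed at a dispersion trend held fixed and set in 40 bins of mean reads so that the median statistic matched its chi-square median. P-values were adjusted by Benjamini-Hochberg, with a threshold of 0.05. The planned design named a negative binomial goodness-of-fit test in case the file held counts; because the deposited unit is log2, the variant set for normalized values was the main test, detection used the log2 criterion set for such values, and the counting-noise test, set for counts, was run on recovered reads. Enrichment of gene lists among called genes used two-sided Fisher's exact tests within all genes tested, adjusted over 12 lists.

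The reading of counts and the tests were checked on simulated data for 13261 genes built from the real means and totals, with 200 genes changed in a single replicate. Read counts were recovered exactly for 100% of values. At a 4-fold change, limma's test called 94% of 50 changed genes and the fixed-trend test 100%; at a 2-fold change the shares were 0% and 84%. Among 13061 unchanged genes, 0 and 7 were called. The simulated genes shared a single coefficient of variation of 0.109, which real genes do not. The shares of changed genes and the numbers of unchanged genes called by limma's and the fixed-trend test therefore do not carry over to the real data. The counting-noise test called 0 of 13261 genes on Poisson counts.

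Genes named in the text were set by a rule: the 10 genes with the highest mean CPM, the highest and lowest gene of each list, the PPAR receptor, PPAR target and sex-linked genes, and the 5 genes with the smallest excess-variance p-value past the threshold. Some genes that this rule or their spread selects are not reported here, though they remain in the list means and counts. No gene passed the last criterion, so genes named for their spread were chosen after their values were seen; so were Fkbp5, Ifit1bl, Synpo, Magi2, Lamb2, Cdkn1a and Rn5-8s. Alternatives covered the pseudocount, filters on low reads, trimmed-mean and median-of-ratios scaling computed from the recovered reads, a total without mitochondrial genes, which was added after the data were seen, and leaving out each replicate in turn. Depth ranged from 13566962 to 16207027 reads in the genes used; 95% Wilson intervals on shares of reads cover counting error only, since PCR copies are not independent molecules. Position is not reported because the build of the annotation was not stated; genomic spans from a RefSeq table of assembly GRCr8, matched by symbol or synonym for 12044 of the genes, were used only as a gene property, and the order of genes in that table only to find the neighbours of a gene. Software was Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1.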

Results

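Glomerular transcriptomes were measured in 4 rats given ADR, the group that accompanies a larger study of peroxisome proliferator-activated receptor gamma (PPARγ) agonists in experimental nephrotic syndrome. Control and agonist-treated animals were not analysed here, so the values below describe the ADR group and the differences between its animals. Replicates 1 to 4 carried 13566962, 16207027, 15348629 and 15244063 reads in the 13261 genes used. The median gene had 439 reads, averaged over samples, and protein-coding genes made up 96.4% of the genes.

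A deposited value of at least 1 log2 CPM was found in each of the 4 samples for 12866 genes. With at least 10 reads in any sample as the criterion, all 13261 genes were detected, as they were with at least 1 read in each sample; no listed gene had fewer than 2 reads in any sample. The lowest mean over samples was 16 reads.

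Agreement between animals was first assessed across genes, which are not independent replicates. Pearson's r of log2(CPM + 1) had a median of 0.983 over the 6 pairs of samples. The lowest value, 0.972, was found for replicates 1 and 3, and the highest, 0.987, for replicates 3 and 4. Spearman's rho ranged from 0.973 to 0.987. Leaving out replicate 4 moved the median r most, to 0.972. No pair agreed within sampling noise. The mean chi-square statistic per gene, with 1 degree of freedom, was 17.4 for the closest pair by this measure, replicates 1 and 4, and 58.7 for replicates 1 and 2. Counting error alone thus does not account for the differences in any pair. This cannot show that the samples are separate animals, since repeat libraries of an animal could also differ by more than counting error. All 4 samples were kept as separate replicates because they are listed as separate samples. The first principal component of the gene-centred values carried 54.6% of the variance and separated replicate 1, with a loading of 0.78, from replicates 2 and 3, with loadings of -0.44 and -0.44.

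The spread of single genes was then set against counting error. The SD of the log2 values had a median of 0.18 over genes, with quartiles of 0.11 and 0.29, and 71 genes had an SD above 1. After subtraction of counting error, the median coefficient of variation between animals was 10.9%. Variation beyond Poisson sampling was found for 9222 genes, or 69.5% of those tested (chi-square test on recovered reads, Benjamini-Hochberg adjusted p under 0.05). Leaving out replicate 1 moved this number most, to 7326. It also moved the median SD most, to 0.15.

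Whether particular genes varied more than others of like abundance was tested with limma's trend. The test called 0 of 13261 genes at an adjusted p under 0.05, and the smallest adjusted p was 0.912. At an unadjusted p under 0.05, 724 genes passed, or 5.46%. The prior had 3.79 degrees of freedom, which were fitted to the variances of these same genes. Differences in spread between genes thus widened the distribution they were tested against. A share near the threshold, such as 5.46%, is what such a fit tends to give. The 0 calls therefore do not show that genes of like abundance varied alike. With the dispersion trend held fixed, the Pearson statistic on recovered reads called 984 genes, or 7.42%. This test was chosen after limma's result was seen, so its calls describe these samples and do not replace that result. Of the 121 genes in the 12 lists, limma called 0 whether p-values were adjusted over all genes or over the lists alone, with 29 at an unadjusted p under 0.05. The fixed-trend test called 39 of them adjusted over all genes, 54 adjusted over the lists alone and 59 at an unadjusted p under 0.05.

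The 13 protein-coding mitochondrial genes, called mitochondrial genes in what follows, took 7.46% of reads in replicate 1 (95% Wilson interval 7.45% to 7.48%), 12.5% in replicate 2, 9.34% in replicate 3 and 7.56% in replicate 4, a mean of 9.22% ± 2.37 (SD, n = 4). The interval was 12.5% to 12.6% in replicate 2, 9.32% to 9.35% in replicate 3 and 7.55% to 7.57% in replicate 4, so the 4 intervals did not overlap. Another 7 listed genes for mitochondrial rRNA and tRNA are not included in these shares and took 0.165%, 0.308%, 0.317% and 0.179% of reads in replicates 1 to 4. Of the 10 genes with the highest mean, 8 were mitochondrial. Mt-co1 (ENSRNOG00000034234) was first at 29347 ± 7406 CPM (SD, n = 4), followed by Mt-co3, Mt-atp6, Mt-cyb, Mt-co2 and Mt-nd2, with Mt-nd1 and Mt-nd5 in positions 8 and 10. The other two were Sparc (ENSRNOG00000012840), at 6545 ± 647 CPM, and Gpx3 (ENSRNOG00000052564), at 5666 ± 1921 CPM.

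Because glomeruli were isolated by sieving, marker genes of glomerular and tubular cells were compared within each sample. Levels in CPM are not corrected for transcript length, so a difference between lists also reflects the lengths of their genes. The 18 podocyte genes had a list mean of 8.41 ± 0.44 on the log2(CPM + 1) scale (SD, n = 4). The 11 endothelial genes averaged 9.27 ± 0.18 and the 10 mesangial genes 7.51 ± 0.18. The 12 proximal tubule genes averaged 8.42 ± 0.46, a level that could not be told apart from that of the podocyte list. The difference between the podocyte and proximal tubule lists was -0.01 ± 0.46 (SD, n = 4; two-sided exact sign-flip permutation p = 1). It was negative in replicates 1 and 2, at -0.08 and -0.60, and positive in replicates 3 and 4, at 0.48 and 0.18. The sign of this difference was not stable. It was 0.92 when list medians replaced list means, and 0.02 and 0.19 without replicates 1 and 2. The 10 distal nephron genes averaged 4.92 ± 0.02. The podocyte list exceeded them by 3.50 ± 0.44 and was higher in 4 of 4 samples (two-sided exact sign-flip permutation test, with 2 of 16 sign assignments as large, the smallest share that 4 samples allow).

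**Figure D1:**
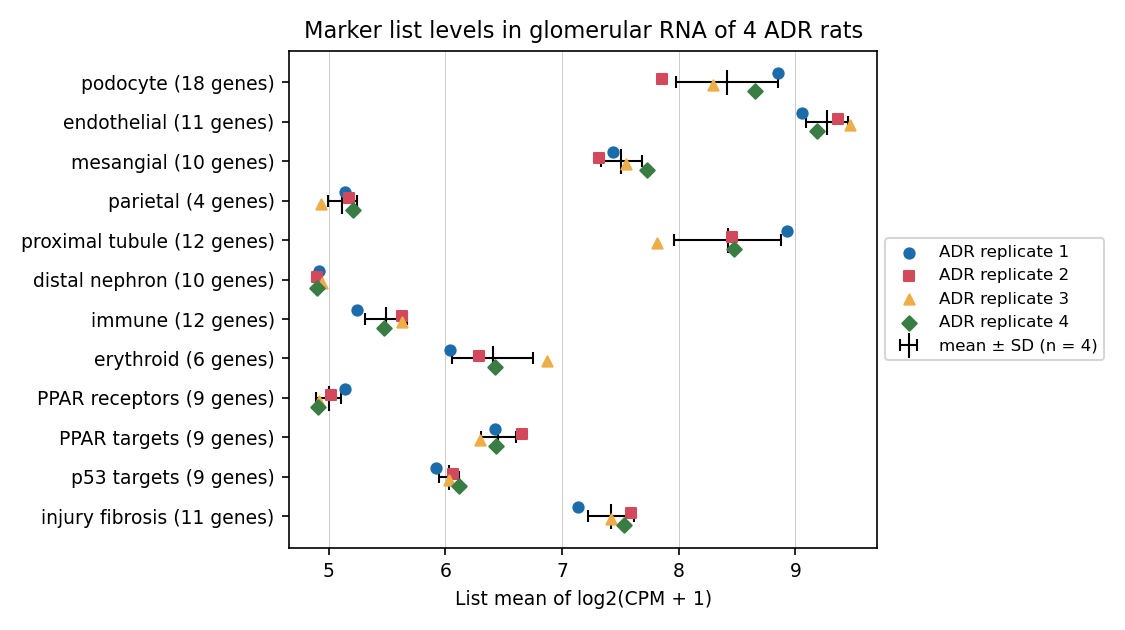
Mean of log2(CPM + 1) over the genes of each list (x axis) for 12 lists (y axis); coloured symbols are the 4 ADR replicates, black ticks and bars the mean ± SD over n = 4. The podocyte list runs from 7.85 in replicate 2 to 8.85 in replicate 1, the proximal tubule list from 7.82 in replicate 3 to 8.93 in replicate 1, and the distal nephron list only from 4.90 to 4.94.

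Within the podocyte, endothelial and mesangial lists, Trpc6 was the least abundant podocyte gene at 8.02 ± 1.67 CPM (SD, n = 4). Kdr was the highest endothelial gene, at 1782 ± 307 CPM, and Plvap the lowest, at 202 ± 45.8 CPM. Des led the mesangial list at 926 ± 180.2 CPM, and Cspg4 was lowest at 61.1 ± 5.45 CPM. Des was lowest in replicate 1, at 701 CPM, and highest in replicate 2, at 1117 CPM. The cell type that its reads came from was not tested. Slc34a1 led the proximal tubule list at 1556 ± 315 CPM and Slc5a12 closed it at 106 ± 35.9 CPM. Umod was the highest distal nephron gene at 333 ± 79.7 CPM and Cldn16 the lowest at 5.79 ± 0.54 CPM. Cd9, at 406 ± 59.7 CPM, and Pax2, at 5.64 ± 0.62 CPM, bounded the parietal epithelial list. The immune list ran from Cd74, at 653 ± 90.2 CPM, to Cd3e, at 2.15 ± 0.98 CPM. In the erythroid list, Hba-a1 was highest at 618 ± 165 CPM and Hba-a3 lowest at 7.74 ± 2.28 CPM; near-identical globin copies share reads, so their division between genes is uncertain.

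The median of the podocyte, endothelial and proximal tubule lists exceeded that of all 10000 random lists of detected genes of the same size, as did that of the injury and fibrosis list. The mesangial list stood at percentile 99.99. The distal nephron list stood at percentile 28.1, the parietal list at 33.3 and the immune list at 65.8. Taking list means moved the parietal list to percentile 55.97 and the immune list to 83.4. The p53 target list stood at percentile 97.05, the PPAR target list at 99.9 and the PPAR receptor list at 86.6, which fell to 50 with list means. The erythroid list stood at percentile 99.7 and contributed 0.13% ± 0.03 of reads (SD, n = 4). Its share was lowest in replicate 1, at 0.0998% (95% Wilson interval 0.0981% to 0.101%), and highest in replicate 3, at 0.182% (95% Wilson interval 0.18% to 0.184%).

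Since the wider study concerned PPARγ agonists, transcripts of the PPAR system were examined. Values were available for 9 of the 10 receptor and cofactor genes and 9 of the 12 target genes; Pparg, Fabp4, Cd36 and Adipoq were not analysed here. The median of the 18 genes was 5.99 ± 0.12 log2 CPM (SD, n = 4). Among receptors, Rxrb reached 6.20 ± 0.20, Rxra 5.89 ± 0.17 and Ppard 5.74 ± 0.23 log2 CPM, whereas Ppara reached 2.42 ± 0.57 and Rxrg 2.27 ± 0.15 log2 CPM. The corepressor gene Ncor1 was at 7.79 ± 0.13 log2 CPM. The coactivator genes Ppargc1a and Ppargc1b were at 3.48 ± 0.37 and 2.20 ± 0.38 log2 CPM. Ppara differed from Ppard by more than the SD of either in each of the 4 animals. Target genes ranged from Ucp2, at 7.90 ± 0.24 log2 CPM, to Angptl4, at 3.33 ± 0.83 log2 CPM. Lpl, Cpt1a and Acadm lay between 7.21 and 7.75 log2 CPM. Plin2 had 5.89 ± 0.14 and Pdk4 4.65 ± 0.38 log2 CPM. Angptl4 had 84, 367, 113 and 148 reads in replicates 1 to 4. With the deposited scaling and all 4 samples, it was the only gene of these lists called at the fixed dispersion trend (adjusted p = 6.15e-08, Pearson statistic on recovered reads). The number of PPAR target genes called was 2 with trimmed-mean factors, with median-of-ratios factors and without replicate 1.

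Genes of the p53 response and of injury and fibrosis were included because doxorubicin damages DNA and the model scars glomeruli; without control animals their levels carry no direction. The 9 p53 target genes averaged 6.03 ± 0.08 on the log2(CPM + 1) scale, from Ccng1 at 251 ± 26.8 CPM to Zmat3 at 8.76 ± 1.76 CPM. Cdkn1a differed little between animals, at 7.53 ± 0.01 log2 CPM. The 11 injury and fibrosis genes averaged 7.42 ± 0.20, from Ccn2 at 1459 ± 336 CPM to Ptgs2 at 11.9 ± 4.85 CPM. Of the sex-linked genes, the Y-linked Kdm5d and Eif2s3y had 5.68 ± 0.16 and 5.73 ± 0.18 log2 CPM, and at least 613 reads in each sample, under the label male; Xist, Ddx3y and Uty were not analysed here.

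In a comparison chosen after the data were seen, lists were set against each other in how much their genes varied between animals, relative to random lists matched on mean level. The median SD was 0.40 for the podocyte list and 0.52 for the proximal tubule list, against 0.18 and 0.17 for matched lists, and both exceeded all 10000 of these. The injury and fibrosis list did so too, with 0.44 against 0.18. The immune list stood at percentile 99.9, the mesangial list at 99.8, the erythroid list at 98.9, the distal nephron list at 96.1 and the PPAR target list at 94.6. The endothelial list stood at 77.4, the parietal list at 72.5, the PPAR receptor list at 54.4 and the p53 target list at 49.9. The genes of the distal nephron list, whose mean hardly differed between animals, had a median SD of 0.27 against 0.18 for matched lists. No list could be tested for enrichment of excess-variance genes under limma's trend, since 0 genes were called. Among the 984 genes called at the fixed trend, 10 of the 12 proximal tubule genes (adjusted p = 3.35e-09), 10 of the 18 podocyte genes (adjusted p = 7.33e-07), 7 of the 11 injury and fibrosis genes (adjusted p = 1.23e-05) and 4 of the 10 mesangial genes (adjusted p = 0.0132) were included (two-sided Fisher's exact test across genes, which are not independent, adjusted over 12 lists). The numbers for the endothelial, PPAR receptor and p53 lists were 0 each. The mesangial list was not enriched without replicate 4 or with mitochondrial genes out of the total. Without replicate 2, the proximal tubule list alone of the 12 was enriched, and without replicate 3 it was not.

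Replicates 1 and 2 lay at the ends of the podocyte list's range. In 17 of the 18 genes, replicate 2 was below replicate 1, and the mean difference was -0.999 on the log2(CPM + 1) scale. Synpo had 10585 reads in replicate 1 and 3299 in replicate 2, and Magi2 had 637 and 165. The exception was Lamb2, which was 0.13 higher in replicate 2.

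Among the genes with the largest fixed-trend statistics, the following, chosen after their values were seen, differed several-fold between animals. Zbtb16 (ENSRNOG00000029980) had 129, 1625, 479 and 32 reads in replicates 1 to 4. Kap had 2869, 369, 450 and 1248 reads. RGD1359290 had 1103 and 1235 reads in replicates 1 and 4 and 96 and 93 in replicates 2 and 3. Sele rose from 57 reads in replicate 1 to 690 in replicate 4. Ifit1 (ENSRNOG00000019050) had 2 reads in replicate 1, which is below the floor of 3 reads, and 428, 680 and 644 reads in replicates 2 to 4. For none of these did limma's trend test give an adjusted p below 0.912.

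**Figure D2:**
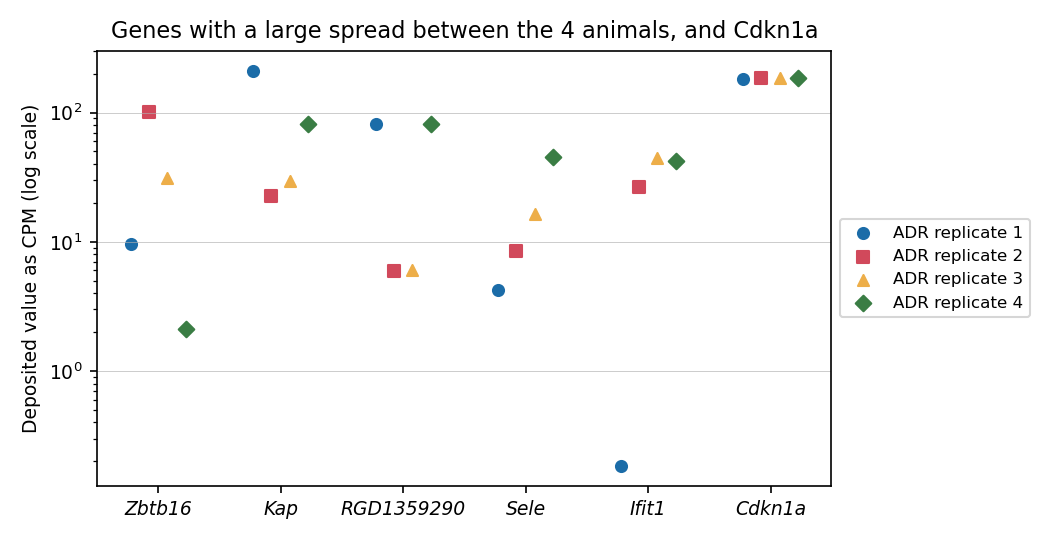
Deposited values as CPM on a log axis (y) for 5 genes with a large spread between animals and for Cdkn1a (x); symbols are the 4 ADR replicates. Ifit1 in replicate 1 rests on 2 reads, RGD1359290 is high in replicates 1 and 4, and the 4 values of Cdkn1a overlap.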

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

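All tests in this part were chosen after the results were seen. Of 70 results examined, 2 had a single animal set apart from the other 3, by Dixon's ratio of the gap to the range at its 95% critical value, where chance alone gives 3.5. Over all genes used, 673, or 5.08%, met the same criterion, again the share that chance gives; replicate 1 was the odd animal in 247 of them, replicate 2 in 196, replicate 3 in 151 and replicate 4 in 79. The flags therefore carry little weight as a group, and the size of each departure matters more.

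Ifit1 was set apart by replicate 1 (gap over range 0.906). From the rate in the other animals, 507.9 reads were expected there, and 2 were counted, with a Poisson p of 3.44e-216, so counting error does not account for it. A weaker interferon response in that animal was tested with 12 other interferon-induced genes. Their median was 0.48 higher (log2) in replicate 1 than in the mean of the others, and 12 of 12 were higher, against this explanation. Reads counted for the paralog Ifit1bl instead would have raised that gene in replicate 1. It was instead 0.80 lower there than in the mean of the others (a difference of -0.80). This low level was not particular to replicate 1: Ifit1bl had 6.74 and 6.82 CPM in replicates 1 and 2, and 16.1 and 14.7 CPM in replicates 3 and 4. A sequence variant or deletion carried by this outbred animal, which could keep reads from being counted, remains a candidate explanation that was not tested.

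Rxrg was set apart by replicate 3 (gap over range 0.961), with 63 reads against 68 to 82. The counting-noise test gave an adjusted p of 0.589 (chi-square test on reads), so the departure is within counting error.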

How the results depend on the processing

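Of 353 recomputed values, 316 stayed within their criterion, 13 moved by more than the spread between replicates (for Pearson's r, between pairs of replicates), 4 were weaker and 3 changed sign. The other 17 are spread percentiles of lists and the median SD, which have no value per replicate; they moved by more than the SD of the values without a replicate, a yardstick those values set themselves, so this says little. Of the 316, 106 could not have left their criterion: the scaling factors average out over samples, and leaving out 1 of 4 animals moves the mean of a gene, or a difference positive in every animal, by less than its SD. They show no stability. The criteria for percentiles and for changes of sign were revised late in the work. For numbers of genes the criterion was wide. A fall from 9222 to 7326 genes beyond counting noise stayed within it, as did one from 984 to 667 at the fixed trend, both without replicate 1. The largest shift by another scaling was that of replicate 2, whose values rose by 0.05 (log2) with mitochondrial genes out of the total.

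The sign changes all concerned the podocyte against proximal tubule difference, -0.01 with list means and all samples. It was 0.92 with list medians, 0.02 without replicate 1 and 0.19 without replicate 2, and ran from -0.17 to 0.19 across the 4 fits that each left out a replicate. No direction can be given for it, and the cause was not tested. The podocyte against distal nephron difference was 4.44 with list medians, against 3.50 with list means.

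The numbers of genes detected and of genes varying beyond counting noise ran from 12905 to 13261 and from 7326 to 9312 over the alternatives run. Median Pearson's r ran from 0.972 to 0.985 across the 4 fits that each left out a replicate, and the median SD of log2 values from 0.15 to 0.19. The level percentiles of the podocyte and proximal tubule lists did not move from 100, but a saturated percentile shows no stability. With list means in place of medians, the percentile of the PPAR receptors fell from 86.6 to 50 and those of the erythroid list and the PPAR targets from 99.7 to 97.1 and from 99.9 to 99.2. Percentiles rose from 33.3 to 55.97 for the parietal list, from 28.1 to 44.9 for the distal nephron list and from 65.8 to 83.4 for the immune list. With all genes as background, the distal nephron list stood at 32.1 and the injury and fibrosis list at 99.99. Leaving out a replicate gave from 22.9 to 33.1 for the distal nephron list and from 99.99 to 100 for the injury and fibrosis list. Spread percentiles ran over the alternatives from 99.55 to 100 for the podocyte list, 98.6 to 100 for the proximal tubule list, 99.97 to 100 for the injury and fibrosis list, 96.1 to 99.98 for the immune list, 90.4 to 99.98 for the mesangial list, 85.4 to 98.2 for the PPAR targets, 84.7 to 97.5 for the distal nephron list, 64.5 to 99.6 for the erythroid list, 52.6 to 88.5 for the endothelial list, 52.5 to 82.7 for the parietal list, 40.3 to 71.7 for the PPAR receptors and 16.5 to 74.9 for the p53 targets. The causes were not tested.

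Excess variance under limma's trend was called for 0 genes under every alternative run, including the robust prior. With the ordinary prior, the alternatives had 599 to 722 genes at an unadjusted p under 0.05. The 599 were among the 11273 genes with a mean of at least 100 reads. These results show little stability, since large departures did not pass either. Ifit1, with 2 reads in replicate 1 and 428, 680 and 644 in replicates 2 to 4, had a limma p of 0.000144, or 0.912 adjusted. At the fixed trend, the 984 genes became 1084 with trimmed-mean factors, 1092 with median-of-ratios factors, 961 with mitochondrial genes out of the total, 945 among genes with a mean of at least 100 reads, 647 at an adjusted p under 0.01 and from 599 to 709 across the 4 fits that each left out a replicate, and in those 4 fits 565 to 632 of the genes called were among the 984. The cause was not tested. The number of lists enriched at the fixed trend was 4 and ran from 1 to 5 across those fits. It was 5 without replicate 1, where the immune list was enriched as well (3 of 12 genes, adjusted p = 0.0476, two-sided Fisher's exact test). The adjusted p of the immune list was 0.13 with all samples. Without replicate 2 the podocyte, mesangial and injury and fibrosis lists were no longer enriched, and without replicate 3 the proximal tubule list was not, so these enrichments depend on single animals. The mesangial list was also lost without replicate 4, with mitochondrial genes out of the total and at an adjusted p under 0.01.

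Lanes had no separate columns. Values per kilobase were not run, since transcript lengths were not used here. The effect of a filter on low genes before deposit could not be tested: 0 listed genes had a mean under 10 reads, and genes left out then, if any, were not analysed here. Stricter filters within the listed genes were run. Median Pearson's r was 0.984 for genes with at least 10 reads in every sample. With a mean of at least 100 reads, limma's test called 0 of 11273 genes. Scaling by library size alone is what the deposited values hold. Negative binomial goodness of fit was not run on log2 values. No paired analysis was possible because there is a single group. Depth limits low genes: Cd3e rested on 16 to 51 reads per sample and Ppara on 50 to 114.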

Other observations

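The tests of mitochondrial share, gene span, glucocorticoid genes, counting noise for Zbtb16 and neighbouring genes were set before their results were seen; the others in this part were chosen afterwards. The design has a single group, so explanations were tested only with gene lists in the same animals, not by a comparison of conditions.

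The lower podocyte signal of replicate 2, -0.999 (log2) against replicate 1, was set against 4 explanations. Its larger mitochondrial share is not sufficient: with mitochondrial genes out of the total, the difference was -0.92. Dilution by proximal tubule would require more tubular transcript, but against replicate 1 that list was also lower, by -0.48. Dilution thus does not account for the difference from replicate 1. Against replicate 3, a comparison this test does not cover, replicate 2 had more of the proximal tubule list, 8.46 against 7.82, and less of the podocyte list, 7.85 against 8.30. A general loss of glomerular RNA is at odds with the endothelial list, which was 0.30 higher, if its transcripts came from glomeruli. That origin was not tested, and its genes did not move together. From replicate 1 to replicate 2, Plvap rose from 171 to 269 CPM and Kdr fell from 1602 to 1504 CPM. The mesangial list differed by -0.12, the direction such a loss would give. Such a loss is therefore not excluded. Long genes were lower in replicate 2: over 4 equal groups of genes by genomic span, the median difference ran from 0.09 in the shortest to -0.15 in the longest. After subtraction of the 50 genes nearest in span and level for each podocyte gene, -0.83 was left, so span accounts for part of the difference at most. Fewer podocytes, or podocytes with less of these transcripts, in that preparation may contribute. This is a hypothesis: the labels give a minimum RNA integrity for all samples but no value per sample, and glomerular yield is not stated. Rn5-8s, a 5.8S ribosomal RNA gene, had 90, 645, 384 and 159 reads in replicates 1 to 4. This is the reverse of the order of the podocyte list, at 8.85, 7.85, 8.30 and 8.65. Mitochondrial rRNA and tRNA genes took 0.165%, 0.308%, 0.317% and 0.179% of reads in replicates 1 to 4. A difference in poly(A) selection or RNA quality that follows the podocyte signal across the 4 libraries thus remains open and was not tested.

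Zbtb16 spanned 47.0-fold between replicates 2 and 4, far beyond counting error. Zbtb16 and Fkbp5 are glucocorticoid-induced in many tissues, so differing stress hormone exposure was tested with 9 genes. Fkbp5 followed Zbtb16, with 1.82 (log2) between the same animals, and ranked all 4 animals in the same order. The median of the list, however, was 0.10, and 6 of 9 genes were higher. The list as a whole did not follow between replicates 2 and 4, the only animals compared by this median. A shared glucocorticoid effect may be limited to a few genes or may not be the cause.

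RGD1359290, whose symbol in the RefSeq table is that of an Rpl17 pseudogene (Rpl17-ps16), split the animals into pairs: 1103 and 1235 reads against 96 and 93. A change reaching its surroundings was tested, and 0 of the 10 nearest listed genes showed the same split by at least 1 (log2). Inherited differences between outbred animals, or reads shared with Rpl17 copies through a sequence variant, could each give such a pattern and cannot be told apart here. The 12 interferon genes were also higher on average in replicates 1 and 4, at 5.51 and 5.38, than in replicates 2 and 3, at 4.96 and 4.77.

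In the 4 rows left out, the values had slipped between columns. All 8 values printed under replicates 2 and 3 were whole reads on the scales of replicates 3 and 4, and their sums, 1012 and 913 reads, equal the reads missing from those samples' totals. The 4 values printed under replicate 1 were whole on the scale of no sample used here (0 of 4). For replicates 3 and 4, the explanation that each value belongs to the column to the right is therefore borne out by 8 of 8 values, and for the other columns the source of the values is unknown.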
